A study of Mus musculus with 25 samples. Its data were reported in "Pregnancy programs epigenetic and transcriptional exhaustion in memory CD8+ T cells" (2023).

How the data were processed

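ATAC-seq maps open chromatin: a transposase cuts DNA where it is accessible and leaves sequencing adapters at the cut. It was run on CD8+ T cells of female mice, sorted with a tetramer for an OVA peptide that the paternal strain carries, so that the cells recognize an antigen shared by the skin graft and the fetus. These fetus/graft-specific cells are called T_FGS. The 25 libraries fall into 7 groups by their labels. Naive mice had met neither a graft nor a fetus (3 libraries), and Sensitized mice had rejected a paternal skin graft (4 libraries). N+P mice were naive before a pregnancy with fetuses of the paternal strain, and S+P mice were sensitized before it. Cells of pregnant animals were sorted after birth by the receptor PD1 and the ectoenzyme CD73 (gene Nt5e): C1 and C4 are PD1-negative cells of N+P and S+P mice, C5 is PD1-positive and CD73-positive, and C7 is PD1-positive and CD73-negative. There were 3 libraries each of N+P C1 and N+P C5, and 4 each of S+P C4, S+P C5 and S+P C7. The labels of Naive and Sensitized libraries name no such gate. Comparisons of a sorted subset with them therefore hold the choice of the subset beside pregnancy, and are called effects of pregnancy for short.

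The authors trimmed the paired reads with Cutadapt, aligned them to the mouse genome GRCm39 with Bowtie2, removed reads without a unique position and PCR duplicates, and called peaks in each library with Genrich in the mode it has for transposase cut sites. ChIP-R then kept the peaks that recurred within a group, so that each of the 7 deposited peak lists pools the libraries of a group and carries no replicate error. Each deposited list gives a ChIP-R score and a q-value per peak. Among the deposited q-values, between 6.87% (Naive) and 28.8% (S+P C4) per list were under 0.05. The authors merged the 7 lists and counted reads of every library in every merged interval. The deposited table holds raw counts, with no scaling or filter applied to the values: 13527 peaks in 25 libraries. Its values are whole numbers, and library totals differ. The libraries shared a sequencing run, and the labels give no batch of animals, sorting or library preparation. No library was a copy of another: within groups, the lowest chi-square per degree of freedom between a pair of libraries was 2.81.

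Every peak ended inside a GRCm39 chromosome or contig. Coordinates are 1-based. Median peak length was 963 bp. Peaks took the name of the protein-coding gene with the nearest transcription start site (GENCODE vM39), which was possible for 13522 peaks and does not show that the peak acts on that gene. By their midpoints, 7670 peaks (56.7%) lay within 1000 bp of the start of a protein-coding transcript and are called promoter peaks, 2818 lay in introns and 2650 between genes.

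Total counts per library ranged from 2430890 to 25419715, with a median of 8197552. Depth therefore limits peaks with few reads in the shallowest libraries most. Shares of peaks in lists are given with Wilson intervals at a confidence level of 95% (scipy 1.17.1). Reads are not independent molecules beyond the removal of duplicates, so intervals cover counting error only.

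Comparisons between groups used DESeq2 1.42.0 (R 4.3.3), the tool of the study's methods, with its Wald test. The call thresholds are also taken from there, and the other choices were made here. There was 1 fit over all 25 libraries with the group as the only term, median-of-ratios size factors, all peaks, the tool's independent filter and Benjamini-Hochberg adjustment. A peak was called at an adjusted p under 0.1 and an absolute log2 fold change over 0.9, with fold changes not shrunken. Calls with a higher value in the group named first are opening peaks, the others closing peaks. The interaction is the difference of the C5 effects of pregnancy, S+P C5 against Sensitized minus N+P C5 against Naive, from the same fit. The independent filter left 8654 peaks without an adjusted p in N+P C1 vs Naive and 9703 in N+P C5 vs Naive, and none in the other comparisons. These fits, the peaks to be named, the alternatives and the motif strings were fixed before the data were examined. The alternatives added later were the independent filter switched off and a paired test of the positions. At an adjusted p under 0.05 the independent filter was chosen anew for that threshold.

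For each comparison the rule allowed up to 3 opening and 3 closing peaks to be named: those with the smallest adjusted p among called peaks whose normalized counts did not overlap between the groups (for the interaction, between S+P C5 and Sensitized). The first of each is given here, and the others only where they are discussed. Beside these, 1 peak was named for each of the genes Ctla4, Jak2, Lag3, Maf, Nfat5, Nfatc1, Nt5e, Pdcd1, Satb1, Stat5b, Tigit, Tnfsf4 and Tox. It was the peak with the smallest p over N+P C5 vs Naive, S+P C5 vs Sensitized and S+P C5 vs N+P C5, so its p values in those contrasts are those of the best of several peaks. Normalized counts are counts divided by the DESeq2 size factor.

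Similarity between libraries is Pearson's r across peaks of log2(normalized count + 1), and the principal components are those of the same matrix. Peaks are not independent replicates, so no p is given for a correlation across peaks. The Naive-to-Sensitized position of a library is the mean of these log2 values over opening peaks of Sensitized vs Naive minus the mean over closing peaks, rescaled so that the Naive mean is 0 and the Sensitized mean is 1. Positions were compared with two-sided exact permutation tests over all relabellings (written in R), adjusted over 4 tests. These take libraries as independent, so the differences between subsets of the same animals were also tested within animals with two-sided exact sign-flip tests. Peaks nearest to the 8 genes Ctla4, Lag3, Nfat5, Nfatc1, Pdcd1, Tigit, Tnfsf4 and Tox were tested as a set in limma 3.58.1 with voom and fry, adjusted over 4 contrasts. Motif strings were AP-1 TGASTCA, NFAT TGGAAA, RUNX TGTGGTT, T-box GGTGTGA, TCF/LEF CTTTGAW and ETS CCGGAAG on either strand within 100 bp of the peak midpoint, and called peaks were compared with peaks at an adjusted p of 0.5 or more by two-sided Fisher's exact tests, adjusted over 36 tests. Peak lists were intersected with bedtools 2.31.1 at an overlap of at least 1 bp. Plots were drawn with matplotlib 3.10.9.

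Within N+P and within S+P, the column labels of the count table give the same number to libraries sorted from the same animal, so those libraries are paired. This was checked with the correlation, across peaks, of the deviations of same-numbered libraries from their group means. It ranged from 0.522 to 0.771 over the 4 pairs of S+P C7 and S+P C5, from 0.103 to 0.572 over the 4 pairs of S+P C5 and S+P C4, and from 0.108 to 0.400 over the 3 pairs of N+P C5 and N+P C1. Elsewhere groups share only a number.

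Alternatives were TMM size factors, total counts as size factors, loess offsets on mean accessibility, edgeR 4.0.16 (quasi-likelihood test), peaks with a mean count of at least 10, an adjusted p under 0.05, a fit to only the groups compared, the replicate number as a block, each library left out in turn, pseudocounts of 0.1 and 10, the 2000 most variable peaks, camera, quantile normalization, genes within 100 kb, a motif window of 250 bp, a background matched on mean count and GC content, a reciprocal overlap of 50% and the better-scored part of each peak list. The filter on the mean count removed no peak, since all 13527 passed it, so it tests nothing.

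The fits were tested on simulated data: negative binomial counts for all 13527 peaks were drawn from each peak's mean over all libraries, its dispersion and the size factor of each library, with no other difference between groups, and 200 peaks were raised or lowered in 1 group by 1.50 on the log2 scale. Each size of comparison was simulated once. Peaks were drawn independently, with the same dispersion in every group. The simulation therefore lacks variation shared by many peaks and the unequal spread of the real groups. Its false calls do not describe comparisons with such variation. DESeq2 recovered 192 of the 200 with 11 false calls for 3 against 3 libraries, and 194 with 9 false calls for 4 against 4. edgeR recovered 189 and 192, with 5 and 8 false calls. The blocked fit recovered 191 and 198, with 23 and 19 false calls. The set test gave an unadjusted p under 0.05 for 6.50% and 7.50% of 200 unchanged sets.

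Technical explanations were tested by thinning libraries to the lowest total with binomial sampling, by loess offsets on the GC content of peaks, by the position between naive-type and memory-type accessibility as a covariate, and by refitting other splits of the same libraries into groups of the same sizes. All splits were fitted for each comparison, and 100 were drawn with a fixed seed for the interaction, which were later fitted again with the naive labels exchanged, since the interaction has a sign.

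The study's RNA-seq, its lists of differentially expressed genes, de novo motif discovery and coverage tracks were not used here. No peak has Lag3 or Tnfsf4 as its nearest gene, so these were not analysed here.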

Results

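Chromatin accessibility was measured by ATAC-seq in 25 libraries of T_FGS, CD8+ T cells that recognize an antigen of the paternal strain. The 3 Naive libraries held 5974632, 8252478 and 13165657 counts in peaks. N+P C1 held 7419402, 7518542 and 4524243 counts, and N+P C5 held 8197552, 6122299 and 7040324. Sensitized libraries held 13889490, 10655540, 14222268 and 15041041 counts. S+P C4 held 2430890, 6260489, 5775115 and 12638751 counts, S+P C5 held 25419715, 5361390, 9673682 and 10689602, and S+P C7 held 9524894, 4789587, 4989423 and 12638305, all in the order of their replicate numbers. The median count per peak ranged from 139 in S+P C4 replicate 1 to 1547 in S+P C5 replicate 1. Most peaks, 7670 of 13527, were promoter peaks. Errors are SD over libraries for counts and positions, and SE for fold changes.

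How far groups and replicates lie apart was read from correlations across peaks, which are not independent replicates. Within groups the median r was 0.966 for Naive, 0.978 for N+P C1, 0.982 for N+P C5, 0.876 for Sensitized, 0.923 for S+P C4, 0.958 for S+P C5 and 0.941 for S+P C7. Sensitized pairs ranged from 0.790 to 0.985 and S+P C4 pairs from 0.810 to 0.964. The alternative that moved these values most, the 2000 most variable peaks, lowered Sensitized to 0.537 and S+P C4 to 0.752. Between groups the median r was 0.976 for N+P C1 and N+P C5, 0.955 for Naive and N+P C1, 0.952 for Naive and N+P C5, 0.821 for Naive and Sensitized, 0.907 for Sensitized and S+P C4, 0.830 for Sensitized and S+P C5, 0.771 for Sensitized and S+P C7, 0.934 for S+P C5 and S+P C7, and 0.679 for N+P C5 and S+P C5. Each library was also compared with the mean of every group, its own taken without it. Sensitized replicates 3 and 4 were nearest to N+P C5 (r 0.973 and 0.955), and Sensitized replicate 1 was nearest to S+P C4 (0.931). Naive replicate 3 was nearer to N+P C1 (0.988) than to the other Naive libraries (0.970), and S+P C4 replicate 1 was nearest to N+P C5 (0.923). By narrower margins, N+P C1 replicates 1 and 3 and N+P C5 replicate 1 were nearest to the other N+P subset, S+P C4 replicate 3 to S+P C7 (0.938, against 0.937 for its own group) and S+P C7 replicate 1 to S+P C5 (0.959, against 0.954). The first principal component carried 75.6% of the variance and the second 5.36%.

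**Figure D1:**
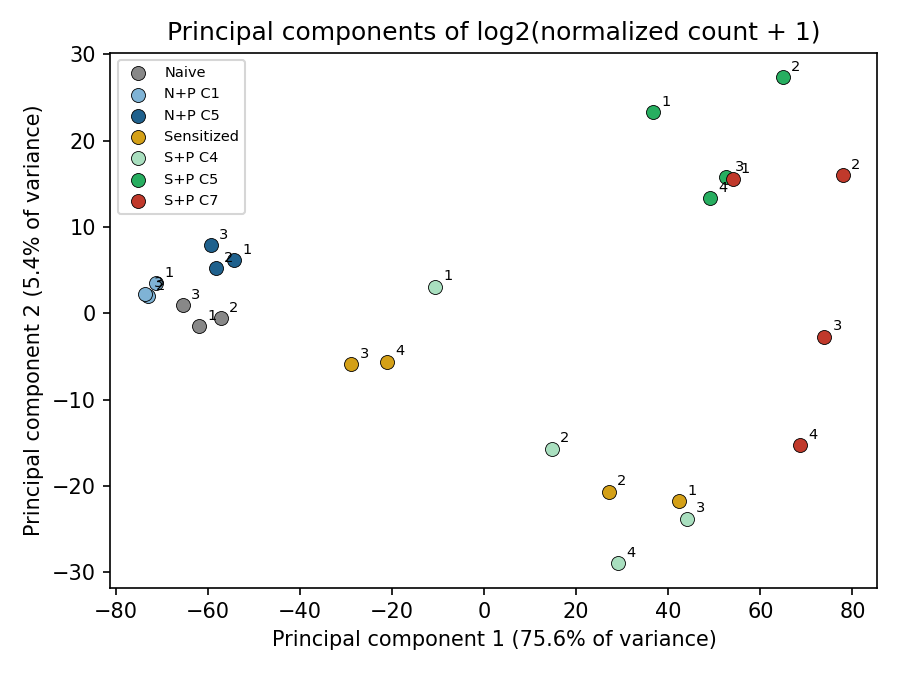
Principal components 1 and 2 of log2(normalized count + 1) over 13527 peaks; each point is a library, colored by group and numbered by replicate. Along the first component (75.6% of the variance) the 4 Sensitized libraries lie between the Naive and the S+P C7 libraries.

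What graft rejection alone changed was asked by comparing Sensitized (n = 4) with Naive (n = 3). It gave 1166 calls, 977 opening and 189 closing, of which 7.55% were promoter peaks. At an adjusted p under 0.1 without a fold threshold 2777 peaks passed. Counts of the groups did not overlap in 93.6% of the called peaks and in 22.7% of all peaks, where chance gives 5.71%. Called peaks were selected for a difference between the groups. Here and below the chance share therefore applies to all peaks alone. Among the alternatives the count moved most without Sensitized replicate 3, to 1474. Loess offsets moved the split to 712 opening and 354 closing peaks. The opening peak named by the rule lay between genes on chromosome 16 (49755903 to 49757917), 136014 bp from the start of Cd47. Its normalized count was 52.5 ± 10.2 in Naive and 860 ± 490 in Sensitized, a log2 fold change of 4.03 ± 0.34 (adjusted p 5.02e-28). The closing peak lay in an intron of Ets1 on chromosome 9 (32658634 to 32659415), with 598 ± 79.9 in Naive and 318 ± 52.3 in Sensitized, a log2 fold change of −0.90 ± 0.17 (adjusted p 1.57e-06). This peak sat at the fold threshold and was not called without Naive replicate 1 (−0.80), Sensitized replicate 1 (−0.83) or Sensitized replicate 2 (−0.85), with total counts (−0.89) or with loess offsets (−0.88).

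Both N+P subsets (n = 3 each) were compared with Naive (n = 3), for the effect of a first pregnancy without sensitization. The sort of the subsets is part of this effect. N+P C1 gave 0 opening peaks and 1 closing peak, with 580 peaks at an adjusted p under 0.1 and 2571 at an unadjusted p under 0.05. N+P C5 gave 1 opening peak and 0 closing peaks, with 301 and 2361 peaks at the same thresholds. Groups did not overlap in 26.2% of all peaks for N+P C5, and in a slightly larger share for N+P C1, against 10% by chance. Among the fits without 1 library, both counts moved most without Naive replicate 3. Without it N+P C1 gave 160 calls, 15 opening and 145 closing, and N+P C5 gave 157 calls, 97 opening and 60 closing. Leaving out any other library gave 0 calls for N+P C1. For N+P C5 the count was 0 without Naive replicate 1, N+P C5 replicate 1 or N+P C5 replicate 3, 1 without Naive replicate 2, and 9 without N+P C5 replicate 2. Both counts depended on the fit as well. With Naive replicate 3 kept, a fit to the 6 libraries of each comparison gave 83 calls for N+P C1, 3 opening and 80 closing. For N+P C5 it gave 65, 56 opening and 9 closing. The main fit takes 1 dispersion per peak over all 25 libraries, and whether this sets the counts was not tested. The called peak of N+P C1 lay in an intron of Vgll4 on chromosome 6 (114881187 to 114882892), with 1109 ± 315 in Naive and 587 ± 136 in N+P C1, a log2 fold change of −0.92 ± 0.28 (adjusted p 0.0481). It was not called at an adjusted p under 0.05, where the filter is chosen anew and left it untested, nor without Naive replicate 1 (−0.82), Naive replicate 2 (−0.77), N+P C1 replicate 1 (−0.78), N+P C1 replicate 2 (−1.12) or N+P C1 replicate 3 (−0.88), and its adjusted p ranged from 4.90e-04 to 0.582 over the alternatives in which the filter kept it. The called peak of N+P C5 was the Cd47 peak, with 128 ± 17.8 in N+P C5, a log2 fold change of 1.28 ± 0.37 (adjusted p 0.0456). It was not called without Naive replicate 1 (1.31), Naive replicate 2 (1.13), N+P C5 replicate 1 (1.36), N+P C5 replicate 2 (1.31) or N+P C5 replicate 3 (1.16), and where tested its adjusted p ranged from 0.00262 to 0.743. edgeR called neither peak. Between the PD1-positive and PD1-negative cells of the same N+P mice (n = 3 each) there were 0 opening and 0 closing peaks. At an adjusted p under 0.1 there were 0, and at an unadjusted p under 0.05 there were 308. This fit ignores that the subsets are paired by animal. The block of animals and a fit to the groups alone both gave calls, at most 9. Groups did not overlap in 11.1% of all peaks, against 10% by chance.

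S+P C4 (n = 4) was compared with Sensitized (n = 4), to ask whether PD1-negative cells of sensitized mice changed with pregnancy. The sort is part of this comparison too. It gave 116 calls, 76 opening and 40 closing, with 884 peaks at an adjusted p under 0.1. Counts of the groups did not overlap in 43.1% of the called peaks and 3.96% of all peaks, against 2.86% by chance. The count was 66 without S+P C4 replicate 4, 234 without S+P C4 replicate 1 and 263 without Sensitized replicate 1, and 40 in a fit to these 8 libraries, 22 opening and 18 closing. The opening peak named lay between genes on chromosome 3 (107735085 to 107735605), 49200 bp from the start of Eps8l3, with 12.6 ± 7.95 in Sensitized and 342 ± 176 in S+P C4, a log2 fold change of 4.77 ± 0.49 (adjusted p 2.64e-18). It also held 144 ± 56.3 in S+P C5 and 4.65 ± 1.85 in Naive. The closing peak was nearest to Gpr183, 22591 bp from its start in an intron of Ubac2 on chromosome 14 (122224760 to 122225643), with 567 ± 200 in Sensitized and 229 ± 57.6 in S+P C4, a log2 fold change of −1.33 ± 0.24 (adjusted p 3.28e-05).

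PD1-positive cells of sensitized mice after pregnancy, S+P C5 and S+P C7 (n = 4 each), were compared with Sensitized (n = 4). The label of Sensitized gives no gate, so these differences hold the selection of PD1-positive cells beside pregnancy. S+P C5 gave 912 calls, 416 opening and 496 closing, with 4454 peaks at an adjusted p under 0.1. S+P C7 gave 1605 calls, 519 opening and 1086 closing, with 7150 peaks at that threshold. Promoter peaks made up 5.48% and 10.1% of these calls. Groups did not overlap in 56.4% of the called peaks of S+P C5 and 14.7% of all peaks, and in 72.7% and 25.5% for S+P C7, against 2.86% by chance. The count for S+P C5 ranged from 623 without Sensitized replicate 3 to 1257 without Sensitized replicate 1, and that for S+P C7 from 1400 to 1966 over the fits without 1 library. Loess offsets turned the split toward closing peaks, to 198 opening and 646 closing for S+P C5 and to 233 and 1190 for S+P C7. The opening peak named for S+P C5 lay in an intron of Tigit on chromosome 16 (43481871 to 43482667), with 65.9 ± 10.6 in Sensitized, 352 ± 31.4 in S+P C5 and 252 ± 48.2 in S+P C7. Its log2 fold change was 2.41 ± 0.19 (adjusted p 9.51e-34). The lowest value over the alternatives was 1.39, with the call kept. The closing peak lay between genes on chromosome 9 (116197862 to 116198783), 193522 bp from the start of Tgfbr2, with 915 ± 30.3 in Sensitized and 383 ± 64.1 in S+P C5, a log2 fold change of −1.25 ± 0.16 (adjusted p 5.81e-12). For S+P C7 the opening peak was nearest to Cfap298, 18237 bp from its start in an intron of Synj1 on chromosome 16 (90750128 to 90750506). It held 288 ± 56.7 in S+P C7, a log2 fold change of 4.57 ± 0.42 (adjusted p 2.08e-24). The lowest fold change over the alternatives was 2.04, with the call kept. The closing peak lay between genes on chromosome 13 (56654677 to 56655636), 15107 bp from the start of Fbxl21, with 545 ± 78.4 in Sensitized and 93.9 ± 23.0 in S+P C7, a log2 fold change of −2.51 ± 0.17 (adjusted p 1.41e-46).

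**Figure D2:**
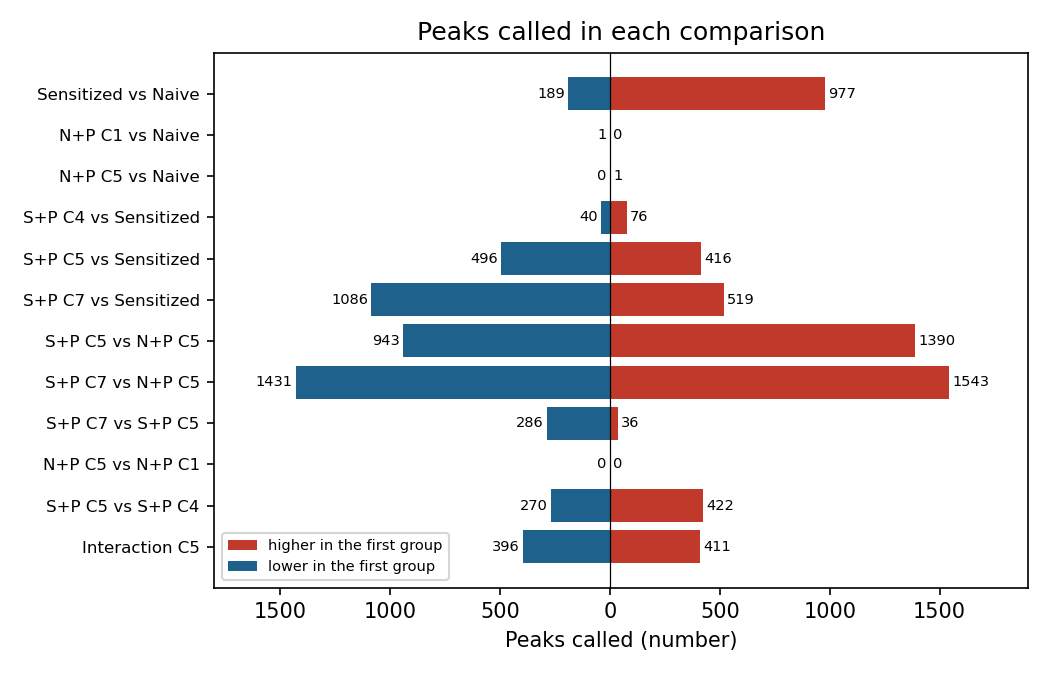
Called peaks per comparison, opening and closing, at an adjusted p under 0.1 and an absolute log2 fold change over 0.9. The comparisons with N+P C5 gave 2333 and 2974 calls, and those of N+P subsets with Naive gave 1 each.

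**Figure D3:**
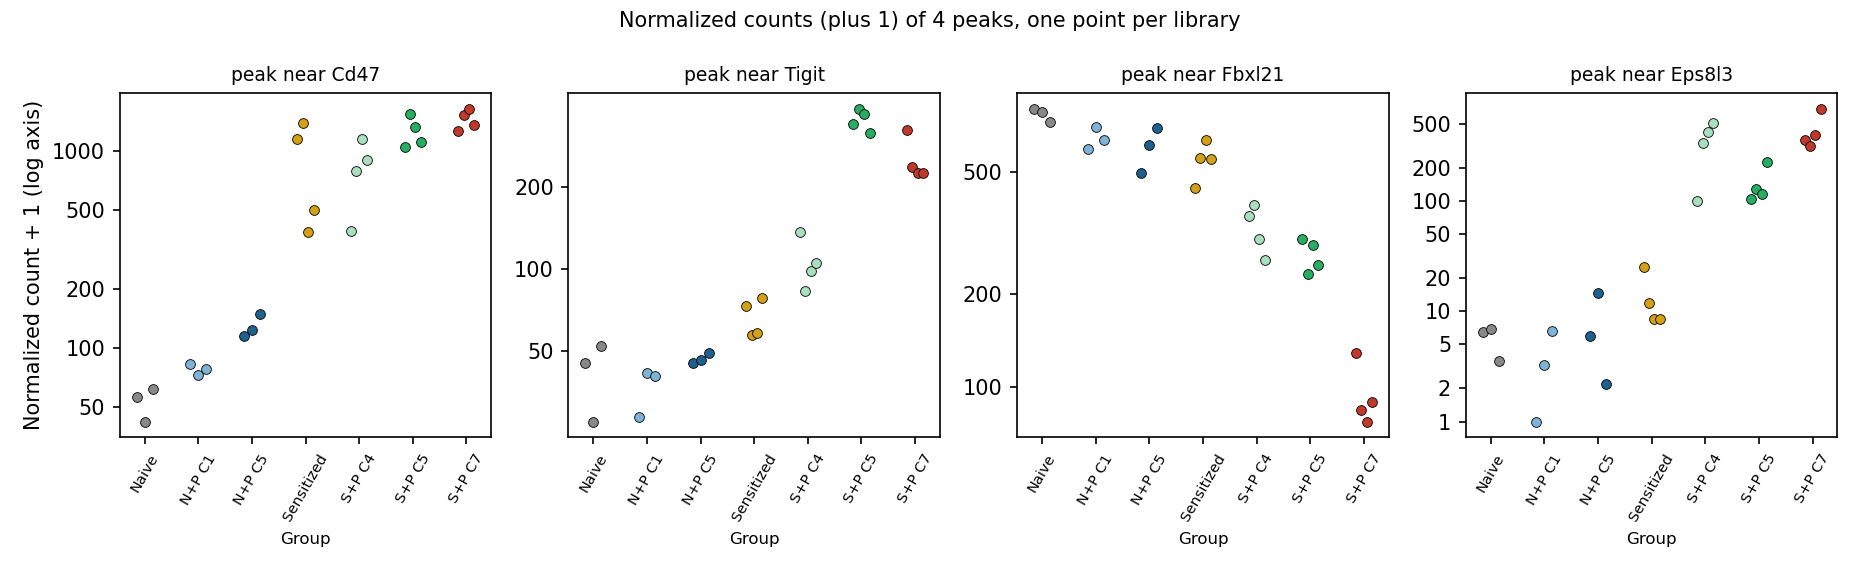
Normalized counts plus 1 on a log axis of 4 named peaks in every library, by group. Every S+P library lies above every Sensitized library in the Eps8l3 and Tigit peaks, and the S+P C7 libraries lie lowest in the Fbxl21 peak.

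S+P C5 and S+P C7 (n = 4 each) were compared with N+P C5 (n = 3). This asked how far PD1-positive cells after pregnancy differ between sensitized and unsensitized mice. S+P C5 shares the sorting phenotype of N+P C5. S+P C7 is CD73-negative, so its comparison also holds the difference in CD73. S+P C5 gave 2333 calls, 1390 opening and 943 closing, and S+P C7 gave 2974 calls, 1543 opening and 1431 closing. Groups did not overlap in 62.9% of all peaks for S+P C5 and 66.0% for S+P C7, against 5.71% by chance. Among the called peaks, which were selected for a difference, the shares were 99.7% and 99.2%. Loess offsets turned the splits to 896 opening and 1143 closing for S+P C5 and to 1092 and 1617 for S+P C7. Both comparisons named a Ptpn13 intron peak as opening (chromosome 5, 103590017 to 103590472), with 29.9 ± 5.11 in N+P C5 and 402 ± 82.5 in S+P C7. Its log2 fold change was 3.70 ± 0.27 in S+P C5 (adjusted p 9.44e-38) and 3.74 ± 0.27 in S+P C7 (adjusted p 1.20e-38). Over the alternatives the lowest values were 1.36 and 1.37, and both calls were kept. The closing peak of S+P C5 lay between genes on chromosome 9 (25096996 to 25098864), 34518 bp from the start of Herpud2, with 1386 ± 8.19 in N+P C5 and 722 ± 37.3 in S+P C5, a log2 fold change of −0.94 ± 0.09 (adjusted p 6.40e-22). It was not called with total counts (−0.88) or loess offsets (−0.82). The closing peak of S+P C7 was the Fbxl21 peak, with 600.0 ± 98.8 in N+P C5 and a log2 fold change of −2.65 ± 0.18 (adjusted p 8.48e-45).

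Within S+P mice the subsets (n = 4 each) were compared with each other, to ask how CD73 and PD1 divide the cells. S+P C7 against S+P C5 gave 322 calls, 36 opening and 286 closing, with groups that did not overlap in 79.2% of them and 11.6% of all peaks, against 2.86% by chance. The count was 176 without S+P C7 replicate 4, 185 without S+P C5 replicate 1 and 605 without S+P C7 replicate 1. The opening peak named was a promoter peak inside Irag2, near a transcript start but 23361 bp from the start of the gene, on chromosome 6 (145061170 to 145061688), with 201 ± 25.5 in S+P C5 and 376 ± 31.6 in S+P C7, a log2 fold change of 0.91 ± 0.16 (adjusted p 4.23e-06). It was not called without S+P C5 replicate 4 (0.82), S+P C7 replicate 2 (0.89) or S+P C7 replicate 3 (0.86), nor with total counts (0.89) or loess offsets (0.90). The closing peak was the Fbxl21 peak, with a log2 fold change of −1.49 ± 0.17 (adjusted p 3.01e-14). S+P C5 against S+P C4 gave 692 calls, 422 opening and 270 closing, with groups that did not overlap in 69.2% of them and 11.7% of all peaks, against the same chance share. Loess offsets turned the split to 248 opening and 458 closing. The opening peak named lay in an intron of Dgkh on chromosome 14 (78936517 to 78937142), with 62.1 ± 17.4 in S+P C4 and 351 ± 25.5 in S+P C5. Its log2 fold change was 2.55 ± 0.27 (adjusted p 1.69e-17), and the lowest over the alternatives was 1.72, with the call kept. The closing peak lay on chromosome 17 (52475035 to 52476293), 335042 bp from the start of Satb1, with 859 ± 172 in S+P C4 and 263 ± 81.8 in S+P C5, a log2 fold change of −1.70 ± 0.25 (adjusted p 3.80e-09).

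Both C5 effects set a sorted subset against libraries without a gate in their label, so the sort is part of each. Whether these effects differed between sensitized and unsensitized mice needs a test of their difference. It gave 807 calls, 411 with a higher effect in sensitized mice and 396 with a lower effect, and 18.5% of them were promoter peaks. At an adjusted p under 0.1 without a fold threshold 4225 peaks passed. The count was 395 without Naive replicate 2, 458 without Sensitized replicate 4, 500 without S+P C5 replicate 2, 523 without Naive replicate 1, 1321 without Naive replicate 3 and 1623 without Sensitized replicate 1. The split was 201 to 680 with loess offsets and 500 to 320 with total counts. The peak named with a higher effect was the Tigit intron peak, with a log2 difference of 2.25 ± 0.33 (adjusted p 9.25e-08). Its lowest value over the alternatives was 1.36, with the call kept. The peak named with a lower effect was nearest to Zfp1001 on chromosome 2 (150148626 to 150149877), with 284 ± 81.4 in Naive, 501 ± 12.2 in N+P C5, 438 ± 76.0 in Sensitized and 247 ± 29.5 in S+P C5, a log2 difference of −1.63 ± 0.25 (adjusted p 3.09e-07).

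The C5 effects of pregnancy were also compared peak by peak. Across all peaks, which are not independent replicates, r between the log2 fold changes of N+P C5 against Naive and S+P C5 against Sensitized was 0.118, with a jackknife SE of 0.178 over libraries. Among the 912 peaks called in S+P C5 against Sensitized, 63.0% had the same sign in N+P C5 against Naive. In 204 of 350 combinations of regrouped libraries the correlation was as large in size, so it lay within what other groupings gave. Loess offsets gave −0.0184.

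Each library was placed on the Naive-to-Sensitized axis, to ask where the subsets after pregnancy lie between the unmated groups. The mean position was 0.0359 ± 0.0309 for N+P C1 (n = 3), 0.205 ± 0.0383 for N+P C5 (n = 3), 1.04 ± 0.296 for S+P C4 (n = 4), 1.45 ± 0.144 for S+P C5 (n = 4) and 1.74 ± 0.171 for S+P C7 (n = 4). Sensitized libraries, which define the axis, ranged from 0.539 to 1.44. In 4 two-sided exact permutation tests, N+P C5 lay 0.169 above N+P C1 (p 0.1, the smallest this design allows, adjusted 0.1), with 3 of 3 libraries above every N+P C1 library. S+P C5 lay 0.410 above S+P C4 (exact p 0.0571, adjusted 0.0762), with 3 of 4 libraries above every S+P C4 library. S+P C7 lay 0.699 above S+P C4 (exact p 0.0286, the smallest possible, adjusted 0.0762), with 4 of 4 above. S+P C5 lay 1.25 above N+P C5 (exact p 0.0571, the smallest possible, adjusted 0.0762), with 4 of 4 above. None of the adjusted values was under 0.05. These tests ignore that subsets were sorted from the same animals. Paired by animal, a test chosen after seeing the data, N+P C5 was above N+P C1 in 3 of 3 animals, by 0.163 to 0.178 (exact sign-flip p 0.25, the smallest possible). S+P C5 was above S+P C4 in 4 of 4 animals, by 0.175 to 0.625, and S+P C7 in 4 of 4, by 0.515 to 0.869 (exact sign-flip p 0.125 each, the smallest possible), so pairs this few cannot reach 0.05. Over the alternatives, the gap from N+P C5 to S+P C5 moved most without Sensitized replicate 1, to 1.39.

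**Figure D4:**
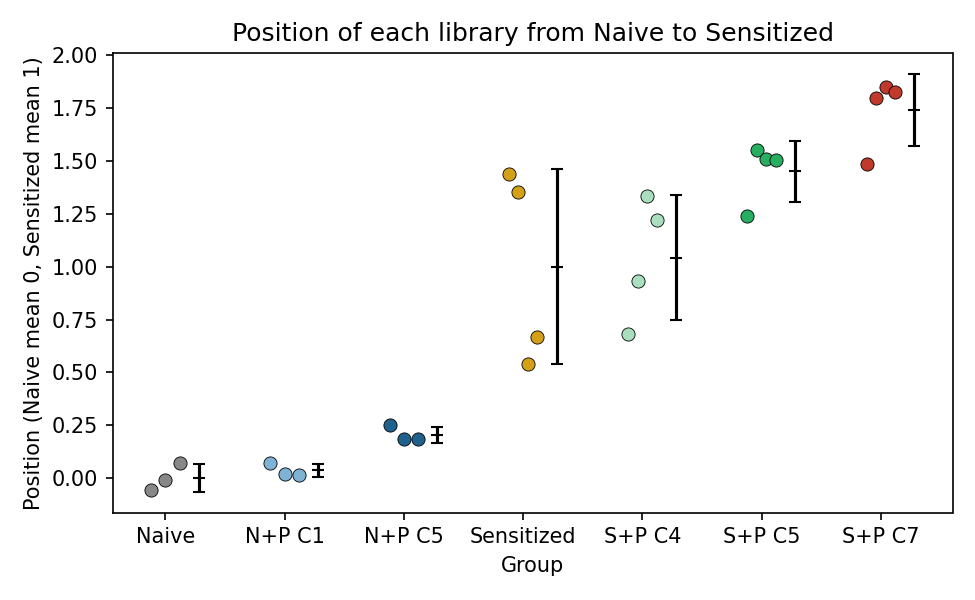
Position of every library on the axis from the Naive mean (0) to the Sensitized mean (1), by group, with group means and SD. The Sensitized libraries span 0.539 to 1.44, and all S+P C5 and S+P C7 libraries lie above all N+P libraries.

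The study named genes as raised in both C5 subsets by RNA-seq, and asked whether their chromatin changes. It chose them on cells sorted in the same way, so the counts given here are not independent evidence. The 8 genes are those its text picks out as examples from a longer list, so the set speaks for these genes alone and not for that list. It held 29 peaks nearest to 6 of them. Of these, 5 lay nearest to Pdcd1, the gene of the sort marker PD1, and 2 of the 5 opened in S+P C5 against Sensitized. The set was not tested without them. In S+P C5 against Sensitized the mean log2 fold change was 0.40, with 20 of 29 peaks higher (fry, adjusted p 0.0183). In N+P C5 against Naive it was 0.15 with 20 of 29 higher (adjusted p 0.644), in S+P C7 against Sensitized 0.05 with 15 of 29 higher (adjusted p 0.644) and for the interaction 0.25 with 18 of 29 higher (adjusted p 0.644). The call for S+P C5 also held under camera (adjusted p 0.0182), and the other sets were not called by either test for a shift in a common direction. For change in either direction fry gave an adjusted p of 2.05e-09 in S+P C5 against Sensitized, 1.53e-08 in S+P C7 against Sensitized, 0.0323 for the interaction and 0.658 in N+P C5 against Naive; this second test was not repeated under the alternatives. Over the alternatives the adjusted p of the shift in S+P C5 ranged from 0.0044 to 0.108. The set was past 0.05 no longer without S+P C5 replicate 1 (0.33, adjusted p 0.0684), Sensitized replicate 1 (0.38, adjusted p 0.108) or Sensitized replicate 3 (0.35, adjusted p 0.0716), or with only peaks within 100 kb (0.30, adjusted p 0.0591). For S+P C7 the mean was −0.070 without S+P C7 replicate 1 and 0.26 without S+P C7 replicate 4 (adjusted p 0.00825; the range over alternatives reached 0.849). Single peaks called, adjusted over the list alone, were 8 in S+P C5 against Sensitized, 7 opening and 1 closing (nearest to Nfatc1), 10 in S+P C7 against Sensitized, 6 opening and 4 closing (3 nearest to Tox and 1 to Nfatc1), 2 for the interaction, both with a higher effect in sensitized mice, and 0 in N+P C5 against Naive; adjustment over all peaks gave the same counts.

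For single genes of interest the rule picked 1 peak each, and the log2 fold changes are given for S+P C5 against Sensitized unless stated. The Tigit peak is given above. The Tox peak lay in an intron on chromosome 4 (6843634 to 6844661) and rose by 1.09 ± 0.34 (adjusted p 0.0115), from 193 ± 120 to 413 ± 118, with 34.7 ± 5.10 in N+P C5. It was not called with loess offsets (0.40), nor without Sensitized replicate 3 (0.84) or 4 (0.88), and its adjusted p ranged from 7.35e-04 to 0.261. The Pdcd1 peak on chromosome 1 (93982381 to 93984275) rose by 0.99 ± 0.31 (adjusted p 0.0105), but was not called without Sensitized replicate 3 (0.75) or 4 (0.80). The Ctla4 peak in an exon on chromosome 1 (60950459 to 60953126) rose by 1.18 ± 0.22 (adjusted p 3.93e-06), and its interaction was 1.06 ± 0.34 (adjusted p 0.0199). The Maf peak lay between genes on chromosome 8 (116196955 to 116197637), 237283 bp from the start of Maf. It rose by 1.53 ± 0.40 (adjusted p 0.00203), with 0.099 and no call under loess offsets; its interaction of 2.18 ± 0.73 (adjusted p 0.0247, range 0.00551 to 0.186) was not called without Naive replicate 2 (1.55) or with loess offsets (1.10). The Jak2 peak in an intron on chromosome 19 (29248345 to 29248991) rose by 1.22 ± 0.37 (adjusted p 0.00866), and fell to 0.74 with loess offsets. In N+P C5 against Naive it rose by 1.63 ± 0.48 and was not tested by the filter; it was called with total counts (adjusted p 0.0610), with the filter off (0.0766), in the fit to the groups alone (0.0102) and without Naive replicate 3 (0.0152), over a range of 0.0102 to 0.709. The Nt5e peak, in an intron of the gene for CD73 on chromosome 9 (88214398 to 88215019), rose by 1.44 ± 0.33 (adjusted p 3.63e-04), and was not called with loess offsets (0.66). C5 cells were sorted as positive for CD73 and for PD1, the product of Pdcd1. The rises of the Nt5e and Pdcd1 peaks can therefore not be told apart from the sort. The Satb1 promoter peak on chromosome 17 (52138384 to 52141435) changed by −0.60 (adjusted p 4.81e-04, under the fold threshold) and by −1.14 in S+P C5 against N+P C5 (adjusted p 4.89e-12). Of the 12 peaks nearest to Satb1, 6 closed in S+P C5 against Sensitized and 10 in S+P C5 against N+P C5. The Nfatc1, Nfat5 and Stat5b peaks picked were not called in S+P C5 against Sensitized (0.59, 0.13 and 0.26), while another Nfatc1 peak closed there.

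Which short motifs mark the called peaks was asked with Fisher's exact tests against peaks at an adjusted p of 0.5 or more; 29 of 36 tests passed an adjusted p of 0.05. Matching the background on mean count and GC content moved this most, to 19. In opening peaks of S+P C5 against Sensitized AP-1 was found in 17.5% of 416 peaks and 5.29% of 4067 background peaks (odds ratio 3.81, adjusted p 2.26e-16), but the odds ratio was 1.17 and not past the threshold with the matched background. NFAT was found in 26.7% against 12.4% (odds ratio 2.57), and in the matched background its odds ratio was 1.80. TCF/LEF marked 17.1% of 496 closing peaks against 5.11% (odds ratio 3.84, adjusted p 1.49e-18; 1.93 with the matched background). ETS was rarer in called peaks, at 0.721% of opening and 1.21% of closing against 9.88% of background peaks. In S+P C5 against N+P C5 the opening peaks held AP-1 in 18.4% against 3.98% (odds ratio 5.44; 4.19 with the matched background), and in Sensitized against Naive in 17.9% against 3.15% (odds ratio 6.70; 2.51 with the matched background).

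The deposited peak lists held 8638 peaks for Naive, 8602 for N+P C1, 8479 for N+P C5, 9792 for Sensitized, 3788 for S+P C4, 11384 for S+P C5 and 8799 for S+P C7. They have no replicate error, and they are not matched in depth. Shared with Naive were 86.5% of N+P C1 peaks (Wilson 85.7 to 87.2), 87.0% of N+P C5 peaks (86.3 to 87.7) and 78.3% of Sensitized peaks (77.5 to 79.1). Counted over the Naive peaks the order was reversed. Of these, 89.01% were shared with Sensitized, 87.3% with N+P C1 and 86.8% with N+P C5. The shares therefore do not rank these groups by their likeness to Naive. Of the S+P C5 peaks 76.0% were shared with Sensitized (75.2 to 76.8) and 64.5% with N+P C5 (63.6 to 65.4). The alternative that moved a share most, a reciprocal overlap of at least 50%, lowered that of N+P C5 with Naive to 79.8%.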

Values the study reported

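For S+P C5 against Sensitized the study reports 417 opening and 496 closing peaks, and for S+P C5 against N+P C5 it reports 1390 opening and 943 closing peaks.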

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

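The tests of the libraries of S+P replicate 1, and those of depth, GC content and cell mixture for the interaction, were chosen after the results were seen. The splits of libraries were planned before.

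Libraries of S+P replicate 1 lay far from the other libraries of their groups in 7 of 32 tests of 4 libraries each, where chance gives about 1 in 20; the measures of a library are not independent of each other. The SD over peaks of log2(normalized count + 1) was 0.890 in S+P C5 replicate 1, against 1.02 to 1.03 in the others, and 1.01 in S+P C7 replicate 1, against 1.15 to 1.17. The density of the lowest peaks (1st percentile, as a percent of the median density) was 34.9 in S+P C5 replicate 1, against 16.9 to 19.5, and 22.2 in S+P C7 replicate 1, against 9.70 to 10.8. The Naive-to-Sensitized position was 1.24 in S+P C5 replicate 1, against 1.51 to 1.55, and 1.49 in S+P C7 replicate 1, against 1.80 to 1.85. In S+P C4 replicate 1 the 10 peaks with the most counts took 4.08% of all counts, against 0.836% to 0.996%. The excess was spread over several peaks, of which these were chosen after their values were seen: the start of an unplaced contig took 1.28%, which is 8.54 times the highest of the other S+P C4 libraries, a peak on chromosome 17 (40153838 to 40159779) nearest to Esp38 took 1.27%, against 0.169% to 0.193%, a peak nearest to Sfi1 took 0.318%, against 0.0510% to 0.0844%, and a peak nearest to Lrrc4c took 0.233%, against 0.0163% to 0.0402%. Apart from depth, its cause was not tested.

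Depth is argued against, since 7 of the 7 differences remained when every library was thinned to the lowest total. Uniform background reads would raise long peaks with little signal. In each of the 3 libraries the deviation from the group had the most positive correlation with peak length over signal of that group (lowest r 0.206, highest 0.237), so background is a candidate explanation for the spread and the low-density peaks. The support is limited: negative correlations of other libraries were about as strong, −0.236 in S+P C5 replicate 3 and −0.190 in S+P C7 replicate 4, and each library was compared with the mean of the others of its group, which for these includes replicate 1. It accounted for at most 5.61% of the deviations, against 19.4% to 40.1% for the naive-to-memory difference, so it leaves the positions unaccounted for. Naive-type cells in the sorted sample stay open for the positions. They were tested with the memory-type share, the mean count of a library over opening or over closing peaks of S+P C4 against N+P C1, with Naive at 0% and S+P C5 at 100%. Both memory-type shares of S+P C5 replicate 1 and of S+P C7 replicate 1 were the lowest of their groups (4 of 4 shares), by a narrow margin for the opening share of S+P C5 replicate 1 (85.8% against 87.4% in replicate 4), and these shares measure much the same thing as the positions. In S+P C4 replicate 1 the share was 35.2% from opening peaks and 33.3% from closing peaks, a difference of 1.88 points. That holds only without the peaks that are among the 10 highest of any library: with them the opening share was 99.0%. These 28 peaks were left out after the discrepancy was seen, and S+P C4 replicate 1 helped to choose the peaks of the shares, so this test is weak. The 3 libraries come from the same animal by the column labels, and a difference of that animal was not tested.

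The C5 effects, which hold the sort beside pregnancy, differed between sensitized and unsensitized mice in 807 peaks by the interaction test. Of 100 drawn splits of the libraries, 2 gave as many calls, the real one included. The draw held 1 of the 2 ways to pair a split of the sensitized side with one of the naive side. With the naive labels of the drawn splits exchanged, 1 of 100 gave as many, with 1160 calls, from a split that exchanges S+P C5 replicate 1 with Sensitized replicate 1 and N+P C5 replicate 2 with Naive replicate 3. With S+P C5 and Sensitized kept as they are, 3 of the 20 labelled splits of N+P C5 and Naive gave at least 807 calls, over a range of 256 to 1111, so the naive side was not distinguished from its other splits. The exchange and the look at the naive side were chosen after the count was seen. Thinning gave 832 calls and offsets for GC content gave 782, which argues against depth and GC content for the count as a whole. Of the 807 calls 608 and 622 were shared in the same direction, and the offsets for GC content moved the split from 411 and 396 to 506 and 276. With the memory-type position of each library as a covariate, 294 of the 807 calls were kept in the same direction. A change in proportion to that position on the log scale does not account for these. A mixture with naive-type cells adds counts instead of log values, so it is not excluded for them. The other 513 were not kept, and for them a mixture cannot be told apart from a change within the cells, because the groups differ in position. A biological difference between sensitized and unsensitized mice stays open for all 807 and was not tested apart from the animals, since animal and group coincide.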

How the results depend on the processing

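Switching off the independent filter and pairing the positions by animal were chosen after seeing the data; all other alternatives were planned. Pairing leaves the position differences as they are and changes only their p. Of 35 results that answer a comparison, 13 stayed within their limits under every alternative: the position differences of N+P C5 over N+P C1 and of both S+P PD1-positive subsets over S+P C4, both measures of agreement between the C5 effects, the gene sets of N+P C5 against Naive and of the interaction, and the counts of Sensitized against Naive (905 to 1474), S+P C5 against Sensitized (623 to 1257), S+P C7 against Sensitized (1400 to 1966), S+P C5 against N+P C5 (2039 to 2526), S+P C7 against N+P C5 (2709 to 3134) and S+P C5 against S+P C4 (487 to 833). Of these the correlation of the C5 effects changed sign with loess offsets (−0.0184), a change smaller than its SE. For the counts the limit covers the total alone: loess offsets turned the majority from opening to closing peaks in S+P C5 against N+P C5 (896 and 1143), S+P C7 against N+P C5 (1092 and 1617) and S+P C5 against S+P C4 (248 and 458). The count filter removed no peak and the filter switch had no peak to add outside N+P against Naive, so neither speaks for stability. The memory-type position as a covariate was not among these alternatives. With it only part of the calls behind these counts was kept, as given under the other observations. The cause was not tested for any change below unless given.

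The counts of both N+P subsets against Naive moved by large ratios. N+P C1 against Naive gave 56 calls with total counts, 3 with loess offsets, 0 with edgeR and at an adjusted p under 0.05 with the filter chosen anew (2571 peaks had an unadjusted p under 0.05), 39 with the independent filter off, 83 in a fit to the groups alone and 60 with the replicate block; without 1 library it ranged from 0 to 160. N+P C5 against Naive gave 17 calls with total counts, 14 opening and 3 closing, 0 with edgeR (2361 at an unadjusted p under 0.05), 24 with the filter off, 65 in a fit to the groups alone and 48 with the block, and from 0 to 157 without 1 library; the higher end left out Naive replicate 3. The filter off tests more peaks, which accounts for its higher counts. N+P C5 against N+P C1 gave 9 calls in a fit to the groups alone and 2 with the block of animals. S+P C4 against Sensitized gave 40 and 47 in the same fits and from 66 to 263 without 1 library. S+P C7 against S+P C5 ranged from 176 to 605 and the interaction from 395 to 1623 without 1 library. The block is the animal only within N+P and within S+P; elsewhere it is a shared number, whose deviations correlated from −0.0709 to 0.214 with Naive and from −0.759 to 0.363 with Sensitized. With the block the called Vgll4 peak was lost (−0.89), and the Jak2 peak was called in N+P C5 against Naive (1.63). Other calls of named peaks in the text were kept with it, and the other counts moved by less than 1.5 times, to 443 for S+P C7 against S+P C5 and 742 for S+P C5 against S+P C4, which are paired by animal.

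Similarity within N+P C1 moved to 0.969 and 0.984 with pseudocounts of 0.1 and 10 and N+P C5 to 0.985 with 10. With the 2000 most variable peaks it was 0.957 for N+P C1, 0.969 for N+P C5, 0.537 for Sensitized, 0.752 for S+P C4, 0.894 for S+P C5 and 0.899 for S+P C7, since these peaks are chosen for their spread. Without 1 library it ranged from 0.965 to 0.983 for Naive, 0.970 to 0.981 for N+P C1, 0.977 to 0.982 for N+P C5, 0.797 to 0.891 for Sensitized, 0.846 to 0.945 for S+P C4 and 0.938 to 0.961 for S+P C7. The position difference of S+P C5 over N+P C5 ranged from 1.11 to 1.39. The gene set of S+P C5 against Sensitized was 0.30 with peaks within 100 kb (adjusted p 0.0591; range 0.0044 to 0.108) and from 0.33 to 0.47 without 1 library; that of S+P C7 ranged from −0.070 to 0.26. Motif tests past the threshold fell to 19 with the matched background. Shares of listed peaks moved with a reciprocal overlap of 50% and with the better-scored peaks, to 82.0% and 84.1% for N+P C1 and Naive, 79.8% and 84.6% for N+P C5 and Naive, 76.1% and 79.2% for Sensitized and Naive, 59.4% and 63.0% for S+P C5 and N+P C5, and with the first alone to 73.4% for S+P C5 and Sensitized.

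With the matched background odds ratios crossed 1 for RUNX (0.766) in opening peaks and NFAT (0.860) and RUNX (1.0) in closing peaks of S+P C5 against Sensitized, NFAT in closing peaks of S+P C5 against N+P C5 (0.878), and TCF/LEF in opening peaks (0.672) and AP-1 (0.716), RUNX (0.728) and T-box (0.531) in closing peaks of Sensitized against Naive; T-box in closing peaks of S+P C5 against N+P C5 did with a window of 250 bp (1.04). Of the named peaks, Tox changed sign in the interaction with loess offsets (−0.39) and ranged from −0.013 to 0.58 without 1 library, and Tigit in N+P C5 against Naive ranged from −0.073 to 0.41. Nfat5 in S+P C5 against N+P C5 gave −0.012 with loess offsets, −0.037 with the block and −0.035 to 0.086 without 1 library, and in the interaction 0.014 with total counts and −0.17 to 0.071. Satb1 in N+P C5 against Naive gave −0.0048 with TMM, −0.016 with total counts, −0.038 with loess offsets, −0.0040 with edgeR and −0.049 to 0.097 without 1 library. Stat5b in S+P C5 against N+P C5 ranged from −0.071 to 0.11, and Nt5e gave −0.47 there and −0.026 in the interaction with loess offsets. Among 133 other results, 84 had no change; over all their alternatives 68 values were no longer past their threshold and 11 newly were. Low depth limits S+P C4 replicate 1 most, where the median count per peak was 139.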

Other observations

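Except for the splits of libraries, the tests in this part were chosen after the results were seen.

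Other splits of the same libraries show how easily a count of calls arises. For Sensitized against Naive 3 of 35 splits gave as many calls, and the highest other, with 1318, put Sensitized replicate 3 with the Naive libraries. For S+P C4 against Sensitized 7 of 35 did, with up to 1092 calls. These counts are therefore not told apart from other groupings of the libraries. For S+P C5 against Sensitized, S+P C7 against Sensitized, S+P C5 against N+P C5 and S+P C7 against N+P C5 only the real split, 1 of 35, gave as many, and the highest others gave 771, 1140, 1870 and 2325 calls. For S+P C7 against S+P C5 and S+P C5 against S+P C4 it was also 1 of 35, with 165 and 393 in the highest others. Splits that part all pairs of libraries of the same animals, as the real one does, gave 0 calls in those comparisons, the real one aside. Without the fold threshold, at an adjusted p under 0.1, the real split was not the highest in both comparisons of PD1-positive cells with Sensitized. Other splits passed 6048, 5675 and 4594 peaks against 4454 for S+P C5, and 7205 against 7150 for S+P C7. Against N+P C5 the real split stayed highest, with 8625 peaks against 6780 for S+P C5 and 9665 against 8225 for S+P C7. It also stayed highest between the S+P subsets. With 3 against 3 libraries the share is never under 0.1. As many calls came from 1 of 10 splits for N+P C1 against Naive and 2 of 10 for N+P C5 against Naive. For N+P C5 against N+P C1 it was 10 of 10, which a real count of 0 forces. Counts of 1 are too small to tell these splits apart. Without the fold threshold the real split passed 580 peaks for N+P C1 against Naive, and the highest other 23. For N+P C5 against Naive these were 301 and 16, and for N+P C5 against N+P C1 they were 0 and 2.

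Sensitized libraries spread from naive-type to memory-type accessibility. On 1295 opening and 405 closing peaks chosen from S+P C4 against N+P C1, with Naive at 0% and S+P C5 at 100%, the memory-type share from opening peaks was 103%, 93.5%, 18.1% and 26.5% in Sensitized replicates 1 to 4, and from closing peaks 108%, 87.0% and 18.7% in replicates 1 to 3, with replicate 4 lower by 5.48 points than from its opening peaks. The shares of a library differed by at most 6.45 points, so naive-type cells mixed into replicates 3 and 4 are a candidate explanation; a graded change within each cell would give the same values. Library depth, uniform background and GC content are argued against: the range of the opening share was 85.3 points after thinning, background accounted for at most 0.760% and GC content for at most 4.66% of a library's deviation, and the naive-to-memory difference for at least 43.3%. An exchanged label with a Naive or N+P library is argued against by the lowest shares, 18.1% from opening and 18.7% from closing peaks, since those libraries reached at most 1.52% and 11.2%.

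This spread bears on S+P C5 against Sensitized, where 92.1% of the 912 calls had the sign of S+P C4 against N+P C1. With the position of each library as a covariate 334 calls were kept in the same direction. A change in proportion to that position on the log scale does not account for these. A mixture adds counts instead of log values, so it is not excluded for them. The other 578 were not kept, and for these a mixture in the Sensitized libraries cannot be told apart from an effect of pregnancy, because position and group are confounded. Thinning gave 910 calls and offsets for GC content gave 863, with 823 and 792 of the 912 shared in the same direction, which argues against depth and GC content for the count; the offsets for GC content moved the split from 416 opening and 496 closing peaks to 474 and 389. An effect of pregnancy stays open for all 912, and so does the sort of PD1-positive cells. The covariate was also fitted in the other comparisons. It kept 390 of 1605 calls of S+P C7 against Sensitized and 420 of 1166 of Sensitized against Naive. Against N+P C5 it kept 440 of 2333 for S+P C5 and 281 of 2974 for S+P C7. More were kept in S+P C5 against S+P C4 (353 of 692) and S+P C4 against Sensitized (104 of 116). In S+P C7 against S+P C5 it kept 116 of 322. Against Naive the covariate raised the count from 1 to 98 for N+P C5, 86 opening and 12 closing. For N+P C1 it rose from 1 to 65, 10 opening and 55 closing. At an adjusted p under 0.1, 2502 and 1252 peaks passed there, against 301 and 580 without the covariate. The low counts against Naive thus also depend on leaving it out. For the calls not kept, the same confounding leaves the cause open.

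N+P C5 gave 1 call against Naive, and 157 without Naive replicate 3. Thinning that library to the lowest Naive total gave 5 calls. With offsets for GC content the count was 13 with it and 161 without it. N+P C1 gave 1 call, and 160 without Naive replicate 3. Thinning that library gave 32 calls, and with offsets for GC content the count was 30 with it and 216 without it. Depth and GC content are thus argued against as the whole cause, and a part stays open, more so for N+P C1. Memory-type cells stay open: its memory-type share was −1.82% from opening and −14.7% from closing peaks, both under those of the other Naive libraries (0.297% and 1.52%, 3.57% and 11.2%), but its Naive-to-Sensitized position of 0.0697 was the highest of the Naive libraries (−0.058 and −0.012 in the others), as was its r to Sensitized (0.874, against 0.858 and 0.861), so the values point both ways. It correlated with the mean of N+P C1 at 0.988, the other Naive libraries at 0.962 and 0.960. On principal component 4, Naive replicates 1 and 2 lay lowest of all libraries (−29.0 and −29.6), and replicate 3 lay at −0.642. These values do not tell which of the Naive libraries are unusual. A shared preparation of replicate 3 and the N+P libraries cannot be told apart from a difference between animals, because the labels give no batch.

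In 39 peaks every one of the 12 S+P libraries was higher than every one of the 13 others, and in 21 every one was lower. The gap was over 2-fold in 2 of these, nearest to Eps8l3 (98.7 in the lowest S+P library, 24.2 in the highest other) and Cfap298 (54.4 and 16.3). A gain in copy number that spans the neighbouring peaks is argued against, since those within 1 Mb differed by a median log2 of 0.12. A gain of the peak alone was not tested. By the column labels the 12 S+P libraries come from 4 animals, and a difference of these animals was not tested either. Mixture with naive-type cells is argued against by the Sensitized libraries of high memory-type share, none of which exceeded 24.2. Opening with pregnancy after sensitization is a hypothesis found on these data, and these peaks were chosen for the pattern.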
